A study of Saccharomyces cerevisiae with 95 samples. Its data were reported in "Genome-scale chromatin binding dynamics of RNA Polymerase II general transcription machinery components" (2024).

How the data were processed

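Competition ChIP-seq was made in diploid budding yeast in which one copy of a general transcription factor carried a Myc tag under its own promoter, and the other copy carried an HA tag under a promoter switched on by galactose. The 5 factors were TBP, TFIIA, TFIIB, TFIIE and TFIIF. For TFIIA, TFIIE and TFIIF a single subunit carried the tags, and a copy of each subunit was put under the galactose promoter. For each factor, chromatin was immunoprecipitated against each tag at 8 times after galactose was added, which were 120, 90, 60, 40, 30, 25, 20 and 10 min. The values used here were the deposited raw read counts per site. Per the methods of the study, the authors mapped reads to the sacCer3 genome with Bowtie2, called peaks with MACS2 on several early Myc libraries against an input library, merged the peaks of a factor, and counted reads per merged interval with bedtools. The counts had not been scaled.

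The tables held 81 count columns, 40 for HA and 41 for Myc, of the 95 samples in the series. The 10 input libraries and 4 of the Myc libraries at 0 min were not analysed here. There was 1 library per factor, tag and time point, so the error of every trend came from the scatter of the time points about it. The protein levels of the tagged copies were not used here. Each site was therefore read relative to the typical site of its factor, and no residence time was estimated.

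Sites were placed on the R64 reference (sacCer3), and each site end lay inside its reference chromosome. A site was assigned to the gene whose annotated start was nearest to the site midpoint, from 250 bp upstream to 100 bp downstream, with 1 site per gene. Sites over a tRNA gene were kept apart. The 4 gene lists were ribosomal protein genes by name, sites over tRNA genes, 11 Gal4-regulated genes, and promoters with a TATA motif within 200 bp upstream of the annotated start. The main tests, the lists, the rule for naming sites and the alternatives below were fixed before the data were examined, apart from those described as chosen later.

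For each factor, the HA/Myc ratio was fitted in edgeR 4.0.16 under R 4.3.3, with TMM scaling and quasi-likelihood tests, on 16 libraries. The model held the time point as a block, the tag, and the tag by log2(time) term, with 6 residual degrees of freedom. That last term, called the ratio slope, is the log2 change in HA/Myc per doubling of time. Sites needed a mean of at least 10 counts per library. P-values were adjusted by Benjamini-Hochberg over the sites of a factor, with a threshold of 0.05. Myc counts alone were fitted on log2(time) in the same way, and HA counts alone were added later as a description. Other orders of the time points were drawn 59 times with a fixed seed, which made 60 orders with the real one.

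The similarity of the tags was the Spearman rho across sites of HA and Myc counts per bp at one time point. Its trend was the rho of that similarity with time, tested by an exact two-sided permutation test over all 40320 orders and adjusted over the 5 factors. The trend of a list was the slope on log2(time) of its median log2(HA/Myc) minus the median of all other assigned sites, with a pseudocount of 0.5 on the CPM scale, tested by the exact two-sided permutation test and adjusted over 20 tests. The smallest p this test can give is 2.48e-05. Beside it, the median site slope was ranked among 10000 random lists of equal size drawn from the same 10 bins of Myc level. Agreement between factors was the Spearman rho of ratio slopes across shared genes with a 95% interval by Fisher's z, with no p-value since genes are not replicates. The spread was the SD of slopes between sites after the mean squared standard error was subtracted from their variance, with a 95% interval from 1000 bootstrap resamples of sites. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

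Named sites were, for each factor, the 2 with the largest rise and the 2 with the largest fall of the ratio among sites past the threshold that were assigned to a gene, had a mean of at least 50 counts and kept the sign of their slope in all 8 fits that left out one time point. The galactose-induced genes GAL1, GAL10, GAL7 and GAL2, URA3, and the genes of the factor subunits were named in addition wherever a site was assigned to them. No site was assigned to GAL1, GAL10 or TFA2.

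The alternatives were DESeq2 size factors, scaling by the total count in peaks, a loess offset on average level, no count filter, a minimum mean of 50 counts, linear time in units of 60 min, time points up to 30 min against those from 40 min, no time block, the DESeq2 1.42.0 Wald test, subtraction of the 5th percentile of counts per bp followed by limma 3.58.1 on log2(HA/Myc), a pseudocount of 5, a reference of the 10 sites nearest in Myc level for each site of a list, gene windows from 500 bp upstream to 200 bp downstream, Pearson correlation, counts per site, and each time point left out in turn. Nuclear sites outside rDNA were added later.

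The fits were tested on simulated data with the site means, library sizes and dispersion of 2 factors, where 200 sites were given slopes. In simulated TFIIA counts, 100% of slopes of 0.5 and 98% of slopes of 0.3 in size were recovered, with 14 false calls among the other sites of 3685. In simulated TFIIF counts the shares were 98% and 61%, with 7 false calls among the other sites of 3656. A list of 200 sites was simulated apart from these, from TFIIF site means alone, with a fixed dispersion and equal depth in all libraries. Without a trend it gave an exact p of 0.102 and stood at the 96.7th percentile of random lists. With a slope of 0.3 it gave a fitted slope of 0.31. All simulations drew sites independently, with no shift shared by a whole library, so false trends from such shifts were not tested.

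The total count in sites ran from 2740185 for the TFIIF HA library at 10 min to 19483568 for the TBP HA library at 90 min. The median count per site ran from 114 to 2532. Intervals for shares of counts are 95% Wilson intervals and cover counting error alone. No pair of libraries of a factor held identical counts.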

Results

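ChIP-seq read counts were collected for the Myc-tagged and HA-tagged copies of 5 general transcription factors in yeast at 8 times after galactose. Each of the 10 factor and tag groups held 8 time points with 1 library each, and TFIIB had in addition a Myc library at 0 min. The sites numbered 4385 for TBP, 3685 for TFIIA, 4033 for TFIIB, 4473 for TFIIE and 3656 for TFIIF, with median widths from 285 to 439 bp. Total counts in sites ran from 6551469 to 19483568 in TBP libraries, 4210899 to 10142158 in TFIIA, 5481265 to 18599396 in TFIIB, 7921726 to 18570928 in TFIIE and 2740185 to 9403665 in TFIIF. The lowest HA total of each factor was at 10 min.

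One comparison asked how far sites stood apart within a library. Site contrast was the SD across nuclear sites outside rDNA of log2 counts per bp. Tests of its slope on log2(time) were exact permutation tests adjusted over 10 groups. Contrast rose in TBP HA libraries from 0.49 at 10 min to 0.90 at 120 min, with a slope of 0.12 and an adjusted p of 0.0226. It rose in TFIIB HA libraries from 0.50 to 0.92, with a slope of 0.098 and an adjusted p of 0.0455. This TFIIB rise was early and not steady, with 0.75 at 20 min, 0.96 at 30 min and 0.88 to 0.93 from 40 min. TFIIE Myc libraries fell from 0.66 to 0.31, with a slope of -0.12 and an adjusted p of 0.0201. The other 7 groups did not pass the threshold, with adjusted p from 0.123 to 0.758 in the exact tests. In TFIIF HA libraries the share of counts at mitochondrial sites was 61.9% at 10 min (interval 61.8 to 61.9), 25.3% at 20 min (25.3 to 25.3), 60.4% at 25 min (60.4 to 60.5) and 4.48% at 60 min (4.47 to 4.50). In TFIIF Myc libraries it ran from 10.8% at 10 min to 41.4% at 90 min. In TFIIE Myc libraries the share at sites over rRNA genes was 6.12% at 10 min (6.10 to 6.13) and 27.0% at 120 min (interval 26.96 to 27.02).

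**Figure D1:**
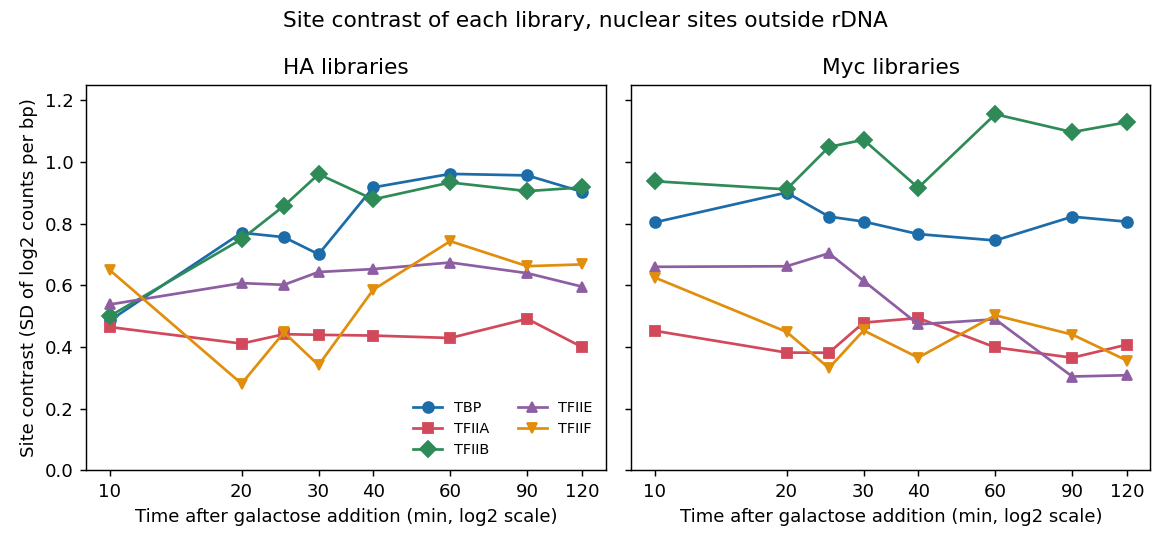
Site contrast of each library, as the SD of log2 counts per bp across nuclear sites outside rDNA, against minutes after galactose on a log2 axis, for HA (left) and Myc (right). Each point is 1 library, and TFIIE Myc contrast went from 0.66 at 10 min to 0.31 at 120 min.

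The next comparison asked when the profile of the HA copy across sites came to resemble that of the Myc copy. For TFIIA the similarity rose from 0.0248 at 10 min to 0.589 at 90 min and was 0.475 at 120 min. Its trend with time had a Spearman rho of 0.952, with an exact permutation p of 0.00114 and an adjusted p of 0.0057. Pearson's r with log2(time) was 0.941 with an exact p of 0.000942, and without the 2 time points farthest from the median on the log2 scale, 10 and 120 min, r was 0.965 with an exact p of 0.00278. For TFIIF the similarity was -0.0582 at 10 min and 0.88 at 60 min, with a trend rho of 0.81, an exact p of 0.0218 and an adjusted p of 0.0544. Pearson's r was 0.833 with an exact p of 0.0104 and fell to 0.556 with an exact p of 0.253 without the end time points, so the TFIIF relation rested on those, although the low value of 0.495 at 90 min weighed on it too. Leaving out 60 min or 90 min carried TFIIF past the threshold, with rho values of 0.893 and 0.964.

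For TBP, TFIIB and TFIIE the similarity did not pass the threshold for a steady trend. TBP stood at 0.552 at 10 min and between 0.849 and 0.912 later, with a rho of -0.0238, an exact p of 0.977 and an adjusted p of 0.977. TFIIB stood at 0.537 at 10 min and between 0.776 and 0.873 later, with a rho of -0.19, an exact p of 0.665 and an adjusted p of 0.831. TFIIE rose from 0.548 at 10 min to 0.939 at 30 min and then fell to 0.38 at 120 min. Its rho was -0.571, with an exact p of 0.151 and an adjusted p of 0.252. Without 10 min the TFIIE rho was -0.893 and passed the threshold, while the TFIIB rho was -0.786 and did not. Pearson's r with log2(time), with its exact p, was 0.606 (0.125) for TBP, 0.429 (0.311) for TFIIB and -0.558 (0.151) for TFIIE. Without the end time points these were -0.34 (0.521), -0.653 (0.158) and -0.963 (0.00694) by the exact test. The largest change with an alternative setting came from the Pearson correlation across sites, under which the TBP trend rho was 0.881 with an exact adjusted p of 0.0181. Without 20, 25, 40, 60, 90 or 120 min the TBP rho changed sign, to between 0.036 and 0.179, and without 10 min it was -0.536.

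**Figure D2:**
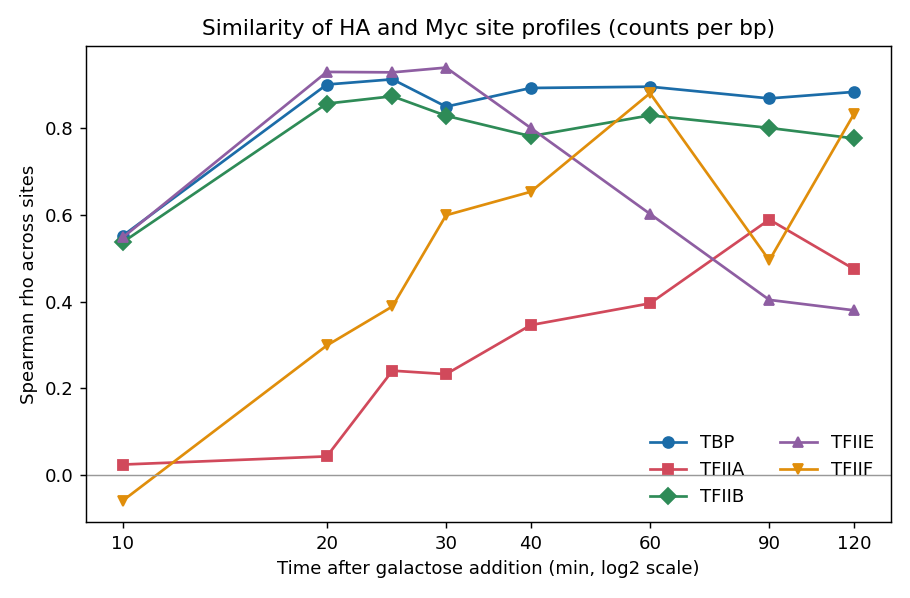
Spearman rho across sites between HA and Myc counts per bp of the same time point, against minutes after galactose on a log2 axis, for 5 factors. Each point compares 2 libraries, and TFIIA went from 0.0248 at 10 min to 0.589 at 90 min.

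A site-by-site comparison asked at which sites the HA/Myc ratio changed faster or slower than at the typical site. The study read turnover from how far a normalized HA/Myc ratio lagged behind induction of the HA-tagged protein, so the ratio slope is a different measure. By edgeR quasi-likelihood tests with an adjusted p under 0.05, TBP had 291 rising and 55 falling sites of 4385, TFIIA 280 and 348 of 3685, and TFIIB 27 and 22 of 4033. TFIIE had 1316 rising and 1382 falling sites of 4473, and TFIIF 708 and 627 of 3656. An unadjusted p under 0.05 was reached by 1076, 1211, 681, 2867 and 1688 sites in the same order. No single alternative moved every factor most. Background subtraction gave 0 rising and 0 falling sites for TBP, 3 and 11 for TFIIA and 0 and 0 for TFIIB. Scaling by the total count in peaks gave 1388 and 153 for TFIIA and 2660 and 64 for TFIIF, and the loess offset gave 845 and 916 for TFIIE. With background subtraction, 959 TBP sites and 752 TFIIB sites still had an unadjusted p under 0.05. All 346 TBP sites and all 49 TFIIB sites past the threshold kept the sign of their slope with background subtraction.

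The split into rising and falling sites depended on the scaling. The rising share of sites past the threshold was 84.1% for TBP with TMM, 20.0% with the total count in peaks and 16.7% with the loess offset. For TFIIA these shares were 44.6%, 90.1% and 22.0%, for TFIIB 55.1%, 87.6% and 36.0%, and for TFIIF 53.0%, 97.7% and 41.5%. TFIIE had 48.8%, 43.7% and 48.0%, and 51.8% with DESeq2 size factors. Linear time left 0 TBP sites as well, with 373 at an unadjusted p under 0.05. The 10 min time point decided much of these counts. Without it TBP had 37 rising and 0 falling sites with 362 at an unadjusted p under 0.05, TFIIA 41 and 94, TFIIB 33 and 92, and TFIIF 434 and 304. Without 90 min TFIIA had 46 rising and 111 falling sites, TFIIB 6 and 8, and TBP 129 falling. Without 120 min TBP had 513 and 431, TFIIA 539 rising and TFIIB 11 falling. Without 20 min TFIIA had 76 and 170 and TFIIB 13 and 11. Without 60 min TFIIA had 122 and 195, TFIIB 15 rising and TBP 29 falling, and without 25 min TBP had 87 falling. Every TFIIE count stayed within 1.5 times in these fits.

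The ratio slope rose with the Myc level of a site, with a Spearman rho across nuclear sites outside rDNA of 0.555 for TBP, 0.556 for TFIIA, 0.264 for TFIIB, 0.673 for TFIIE and 0.614 for TFIIF. Sites are not independent replicates, so these have no p-value. The Myc level had a rho with the HA slope of 0.427 to 0.557 in TBP, TFIIA, TFIIB and TFIIF. For TFIIE the rho was 0.18 with the HA slope and -0.754 with the Myc slope. An HA profile that begins with little resemblance to Myc, or a Myc profile that loses contrast, would give such a relation at any turnover. The relation therefore does not test turnover. Of the sites past the threshold, 293 of 346 for TBP, 628 of 628 for TFIIA, 49 of 49 for TFIIB, 2252 of 2698 for TFIIE and 1214 of 1335 for TFIIF kept the sign of their slope with the loess offset, which removes a trend with level.

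**Figure D3:**
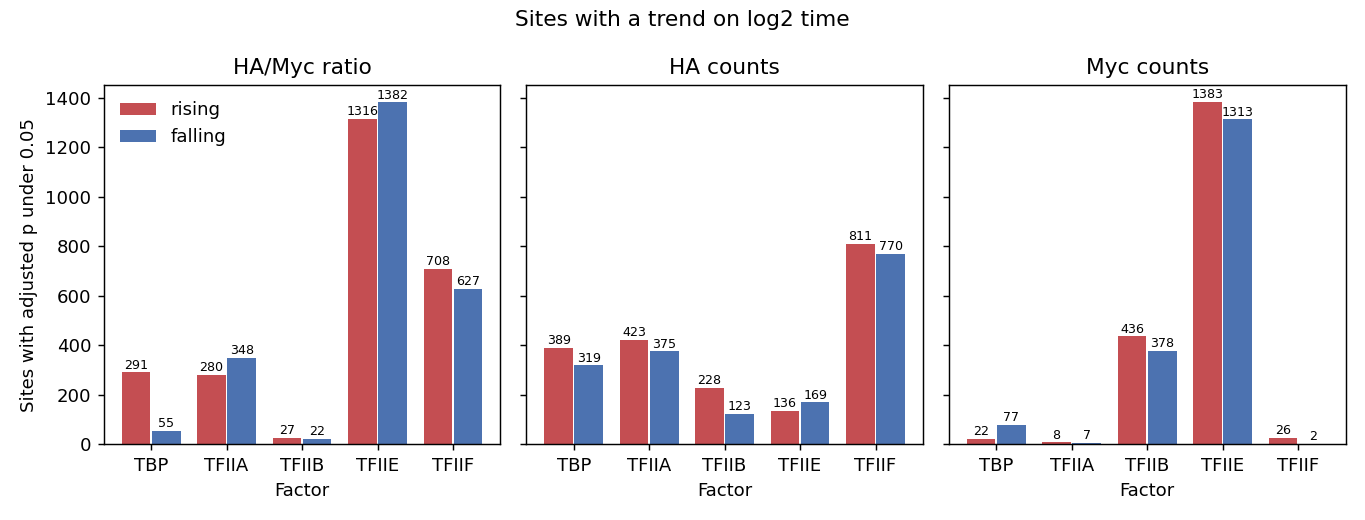
Number of sites with an edgeR quasi-likelihood adjusted p under 0.05 for a trend on log2(time) in the HA/Myc ratio (left), HA counts (middle) and Myc counts (right), by factor. Bars start at 0, red bars rose and blue bars fell, TFIIE has 1316 and 1382 sites by ratio, and the split of the ratio bars changes with the scaling for TBP, TFIIA, TFIIB and TFIIF.

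Another comparison asked which tag moved. Myc counts alone passed the threshold as rising and falling at 22 and 77 TBP sites, 8 and 7 TFIIA sites, 436 and 378 TFIIB sites, 1383 and 1313 TFIIE sites, and 26 and 2 TFIIF sites. An unadjusted p under 0.05 was reached by 735, 445, 1377, 2924 and 574 sites in that order. The fit of early against late time points moved the TFIIB counts most, to 10 rising and 12 falling TFIIB sites. Without 10 min TFIIB had 164 and 239 sites and TFIIF 5 and 0, with 114 TFIIF sites at an unadjusted p under 0.05. For TBP and TFIIA the same fits gave 7 and 46, and 1 and 5. Without 20 min TFIIB had 262 rising sites, TFIIA 3 and 4, and TFIIF 1 falling. Without 25 min TFIIF had 122 and 30 sites and TBP 7 rising. Without 30 min TBP had 52 and 120, and without 40 min 12 rising. Without 60 min TBP had 6 and 39. Without 90 min TBP had 2 and 32, TFIIB 268 rising, and TFIIF 62 and 14. Without 120 min TBP had 34 rising, TFIIA 3 falling and TFIIF 16 rising. The 2 falling TFIIF sites became 1 without 30, 40, 60 or 120 min as well. HA counts alone gave 389 and 319 TBP sites, 423 and 375 TFIIA sites, 228 and 123 TFIIB sites, 136 and 169 TFIIE sites, and 811 and 770 TFIIF sites.

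The site 130 bp upstream of SNR6 (YNCL0006W), on chromosome XII from 365710 to 366501, had a ratio slope of 0.80 ± 0.13 (SE) with an adjusted p of 0.000646, and its log2 ratio relative to the median site went from -2.54 at 10 min to 0.089 at 120 min. This gene is transcribed by RNA polymerase III. At SNR52 (YNCE0020C), on chromosome V from 431007 to 431906, the slope was 0.71 ± 0.14 with an adjusted p of 0.00191, and its log2 ratio relative to the median site went from -2.35 at 10 min to -0.089 at 120 min. SNR52 is also a polymerase III gene, and with the loess offset the slopes were 0.11 at SNR6 and -0.12 at SNR52 (adjusted p 0.305 and 0.301). At YFL067W, on chromosome VI from 620 to 830, the slope was -0.32 ± 0.094 with an adjusted p of 0.0417, and its log2 ratio relative to the median site went from 0.63 at 10 min to -0.61 at 120 min. At YFL064C, on chromosome VI from 3747 to 4079, the slope was -0.29 ± 0.073 with an adjusted p of 0.0157, and its log2 ratio relative to the median site went from 0.62 at 10 min to -0.57 at 120 min. With the loess offset these slopes were -0.19 and -0.29 (adjusted p 0.155 and 0.0568), so none of the 4 TBP sites passed the threshold with it. Both falling sites lay within 4079 bp of the start of chromosome VI. The rule left 28 rising and 4 falling TBP sites to choose from.

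The site 153 bp upstream of SNR56 (YNCB0003W), on chromosome II from 87598 to 88476, had a ratio slope of 0.40 ± 0.081 (SE) with an adjusted p of 0.00961, and its log2 ratio relative to the median site went from -0.92 at 10 min to -0.042 at 120 min. At SNR49 (YNCN0018W), on chromosome XIV from 715431 to 716389, the slope was 0.39 ± 0.074 with an adjusted p of 0.00754, and its log2 ratio relative to the median site went from -0.60 at 10 min to 0.42 at 120 min. At URA1 (YKL216W), on chromosome XI from 24856 to 25258, the slope was -0.88 ± 0.12 with an adjusted p of 0.00223, and its log2 ratio relative to the median site went from 2.42 at 10 min to -0.47 at 120 min. At RRP6 (YOR001W), on chromosome XV from 326376 to 326997, the slope was -0.64 ± 0.10 with an adjusted p of 0.00442, and its log2 ratio relative to the median site went from 1.99 at 10 min to 0.13 at 120 min. The RRP6 site overlapped the centromere of chromosome XV. HA counts at URA1, not scaled for depth, went from 2706 at 10 min to 7207 at 25 min and 1139 at 120 min. Myc counts were 1614, 1330 and 1706 at these times.

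The site 140 bp upstream of SIP4 (YJL089W), on chromosome X from 265683 to 265888, had a ratio slope of 0.62 ± 0.15 (SE) with an adjusted p of 0.0413, and its log2 ratio relative to the median site went from -0.35 at 10 min to 1.20 at 120 min. At ACS1 (YAL054C), on chromosome I from 44935 to 45332, the slope was 0.62 ± 0.11 with an adjusted p of 0.00506, and its log2 ratio relative to the median site went from -1.25 at 10 min to 0.998 at 120 min. At STE2 (YFL026W), on chromosome VI from 82389 to 82609, the slope was -1.06 ± 0.12 with an adjusted p of 3.29e-05, and its log2 ratio relative to the median site went from 0.56 at 10 min to -3.52 at 120 min. At RRP6 (YOR001W), on chromosome XV from 326671 to 326916, the slope was -0.85 ± 0.095 with an adjusted p of 2.29e-05, and its log2 ratio relative to the median site went from 3.34 at 10 min to -0.18 at 120 min. At SIP4 both tags fell, with a Myc slope of -0.90 (adjusted p 0.000148) and an HA slope of -0.34 (adjusted p 0.0462). So did both at ACS1, with a Myc slope of -1.03 (adjusted p 1.14e-05) and an HA slope of -0.46 (adjusted p 0.0395). At STE2 the Myc slope was 0.41 and the HA slope -0.66, with adjusted p of 0.00781 and 0.0114. The RRP6 site of TFIIB overlapped the centromere of chromosome XV too. None of these TFIIB sites passed with background subtraction (limma adjusted p 0.0777 to 0.364) or with early against late time points (edgeR adjusted p 0.134 to 0.434). SIP4 and ACS1 also lost the threshold without the time block (adjusted p 0.192 and 0.209) and with linear time (0.187 and 0.0679).

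The site 96 bp upstream of QCR6 (YFR033C), on chromosome VI from 224617 to 225114, had a ratio slope of 0.86 ± 0.075 (SE) with an adjusted p of 8.79e-06, and its log2 ratio relative to the median site went from -1.52 at 10 min to 1.66 at 120 min. At SSC1 (YJR045C), on chromosome X from 521468 to 522147, the slope was 0.73 ± 0.065 with an adjusted p of 9.57e-06, and its log2 ratio relative to the median site went from -1.20 at 10 min to 1.36 at 120 min. At YIL060W, on chromosome IX from 246256 to 246431, the slope was -0.84 ± 0.11 with an adjusted p of 0.000101, and its log2 ratio relative to the median site went from 1.52 at 10 min to -1.26 at 120 min. At ERG26 (YGL001C), on chromosome VII from 496439 to 496962, the slope was -0.79 ± 0.15 with an adjusted p of 0.000799, and its log2 ratio relative to the median site went from 2.35 at 10 min to -0.62 at 120 min. The ERG26 site overlapped the centromere of chromosome VII. At QCR6 the Myc slope was -0.61 with an adjusted p of 0.000464, and the HA slope was 0.23 with an adjusted p of 0.272.

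The site over the start of SNR37 (YNCJ0007C), on chromosome X from 228098 to 228847, had a ratio slope of 0.96 ± 0.14 (SE) with an adjusted p of 9.72e-05, and its log2 ratio relative to the median site went from -1.91 at 10 min to 1.24 at 120 min. At ZEO1 (YOL109W), on chromosome XV from 109898 to 110478, the slope was 0.96 ± 0.15 with an adjusted p of 0.000153, and its log2 ratio relative to the median site went from -2.02 at 10 min to 1.08 at 120 min. At YER188C-A, on chromosome V from 569858 to 570216, the slope was -1.004 ± 0.17 with an adjusted p of 0.000228, and its log2 ratio relative to the median site went from 3.35 at 10 min to -0.53 at 120 min. At RDN5-6 (YNCL0031W), on chromosome XII from 489293 to 489504, the slope was -0.81 ± 0.12 with an adjusted p of 8.17e-05, and its log2 ratio relative to the median site went from 2.71 at 10 min to -0.33 at 120 min. YER188C-A lies near a chromosome end, and RDN5-6 is 1 of several repeated 5S rRNA genes that share reads. At 10 min the HA library held 198 counts at ZEO1 and 293 at SNR37.

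**Figure D4:**
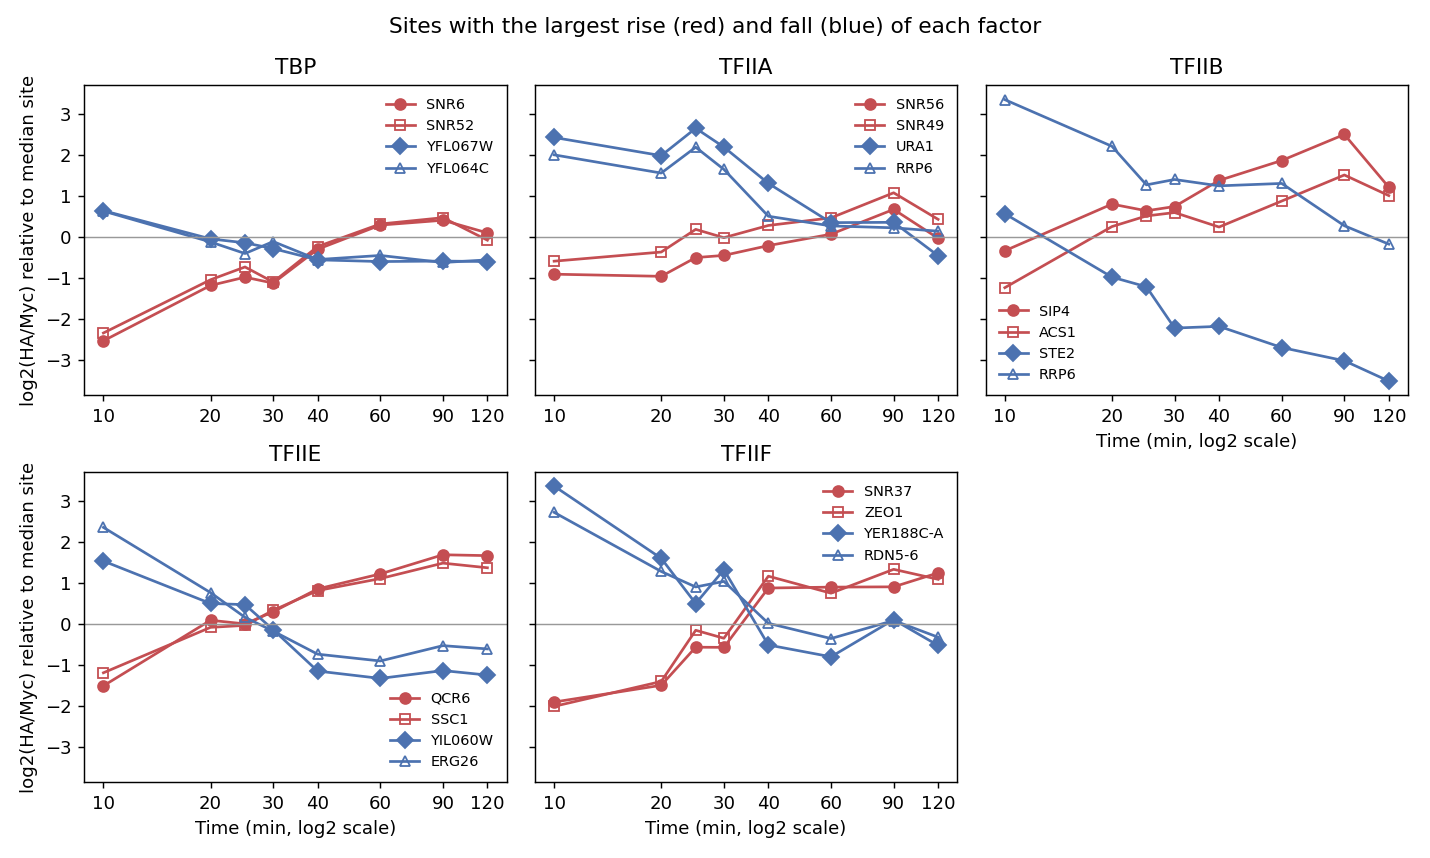
Log2(HA/Myc) of the named sites relative to the median site of the factor, against minutes after galactose on a log2 axis, 1 library per tag and point, rises in red and falls in blue. TFIIB at STE2 went from 0.56 at 10 min to -3.52 at 120 min, and the 4 TBP sites pass the threshold with TMM scaling but not with the loess offset. With background subtraction neither the TBP nor the TFIIB sites pass.

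Among the genes named in advance, 30 sites were assigned over the 5 factors, and 8 passed the edgeR threshold over all sites. Adjusted over the list alone, 8 passed as well. For TFIIA, URA3 fell with a slope of -0.31 (adjusted p 0.00309) and TOA2 rose with 0.21 (adjusted p 0.00754). In the TFIIA strain a copy of TOA2 was itself under the galactose promoter, so this rise cannot be read as that of an unedited site. For TFIIE, GAL7 and GAL2 rose with slopes of 0.36 and 0.37 (adjusted p 0.000609 and 0.00363), TOA1 rose with 0.23 (adjusted p 0.000223), and URA3 fell with -0.23 (adjusted p 0.00388). With the loess offset the TFIIE slopes at GAL7 and GAL2 changed sign, to -0.25 and -0.27. Both then passed the threshold as falls (adjusted p 0.00141 and 0.000167). As rises they lost it without the time block (adjusted p 0.159 and 0.237) and with background subtraction (0.764 and 0.799). For TFIIF, GAL2 rose with 0.55 (adjusted p 0.0184) and TOA1 with 0.23 (adjusted p 0.0306), and with the loess offset these slopes were -0.049 and 0.19 and did not pass. Without 10 min 4 of these 8 slopes lost the threshold, at -0.0997 for TFIIE URA3, 0.16 for TFIIA TOA2, 0.62 for TFIIF GAL2 and 0.10 for TFIIF TOA1. The other sites did not pass, with adjusted p from 0.105 to 0.993.

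The gene lists addressed whether groups of genes moved apart from other promoters. At ribosomal protein genes the HA/Myc ratio rose relative to other assigned sites in each factor by the exact permutation test. The slopes were 0.19 for TBP (adjusted p 0.042), 0.24 for TFIIA (0.0461), 0.18 for TFIIB (0.000992), 0.43 for TFIIE (0.00174) and 0.53 for TFIIF (0.00289). Rising slopes were seen at 100 of 104, 87 of 87, 107 of 107, 93 of 93 and 116 of 117 sites. The matched reference changed these calls most. Against sites of similar Myc level the slopes were 0.098, 0.10, 0.065, 0.047 and 0.022, and none passed the threshold, with exact adjusted p from 0.0564 to 0.723. Among random lists drawn from the same bins of Myc level, the median slope of the list stood at percentiles from 95.9 to 100. Without 10 min the slopes were 0.087 for TBP and 0.15 for TFIIA, and neither passed the threshold. The TBP trend also lost the threshold without 20, 30, 40, 60 or 90 min, and TFIIA without any time point but 120 min.

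At tRNA genes the TBP ratio rose with a slope of 0.65 and an exact adjusted p of 0.00361, at 266 of 279 sites. The list differed from other sites by -2.18 (log2) at 10 min and by -0.15 at 120 min. With the matched reference the TBP slope was 0.32 with an exact adjusted p of 0.101. TFIIE fell with a slope of -0.11 and an exact adjusted p of 0.00515, at 79 of 111 sites. TFIIF fell with -0.19 and an exact adjusted p of 0.00198, at 37 of 48 sites. TFIIA and TFIIB slopes were -0.031 and -0.074 and did not pass, with exact adjusted p of 0.324 each. Among random lists from the same bins of Myc level, the median slope stood at a percentile of 100 for TBP, 0.005 for TFIIB and 0 for TFIIA, TFIIE and TFIIF. By that ranking TFIIA and TFIIB were low too, and TBP stayed high. Without 10 min TFIIA passed with -0.074, TFIIB changed sign to 0.040, and TFIIE lost the threshold with -0.078. tRNA genes are transcribed by polymerase III, while the study treats these factors as polymerase II initiation machinery. Whether TFIIA, TFIIB, TFIIE and TFIIF were bound at these sites was not tested. The study removed regions assigned to tRNAs from its gene analysis. It reported much longer TBP residence times at tRNA genes than at mRNA genes, which is a different measure.

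At Gal4-regulated genes the slopes were 0.18 for TBP at 3 sites (exact adjusted p 0.00667), -0.044 for TFIIA at 6 (0.581), 0.0076 for TFIIB at 7 (0.905), 0.37 for TFIIE at 6 (0.00198) and 0.29 for TFIIF at 8 (0.0251). Rising slopes were seen at 3, 2, 5, 6 and 6 of these sites. Among random lists from the same bins of Myc level, the median slopes stood at percentiles of 89.7, 2.21, 65.3, 53.6 and 85.0 in that order. The rises that passed for TBP, TFIIE and TFIIF were thus not set apart from such lists. With the matched reference TFIIE and TFIIF changed sign, to -0.016 and -0.052, and TBP lost the threshold with 0.15. TFIIB changed sign too, to -0.13. Without 10 min the TFIIA slope was 0.015, the TFIIB slope -0.076 and the TBP slope 0.13, which lost the threshold. TFIIF lost it without 10, 30, 60 or 90 min.

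At promoters with a TATA motif the slopes were smaller, at 0.016 for TBP (exact adjusted p 0.0336), 0.00099 for TFIIA (0.905), 0.030 for TFIIB (0.393), 0.041 for TFIIE (0.00268) and 0.070 for TFIIF (0.0258). Rising slopes were seen at 405 of 595, 278 of 544, 387 of 648, 380 of 692 and 360 of 618 sites. With the matched reference none passed, and TFIIA changed sign to -0.0067. Ranked among random lists from the same bins of Myc level, the median slope stood at percentile 99.82 for TBP and 0.26 for TFIIA. It stood at 94.75 for TFIIB, 93.05 for TFIIE and 100 for TFIIF. Without 10 min the TFIIB slope was -0.024. The TBP trend lost the threshold without any time point but 40 min, and TFIIF without 10, 20, 30, 60 or 90 min. The difference between factors was tested for each list and pair, and 13 of 40 differences passed the exact test after adjustment.

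**Figure D5:**
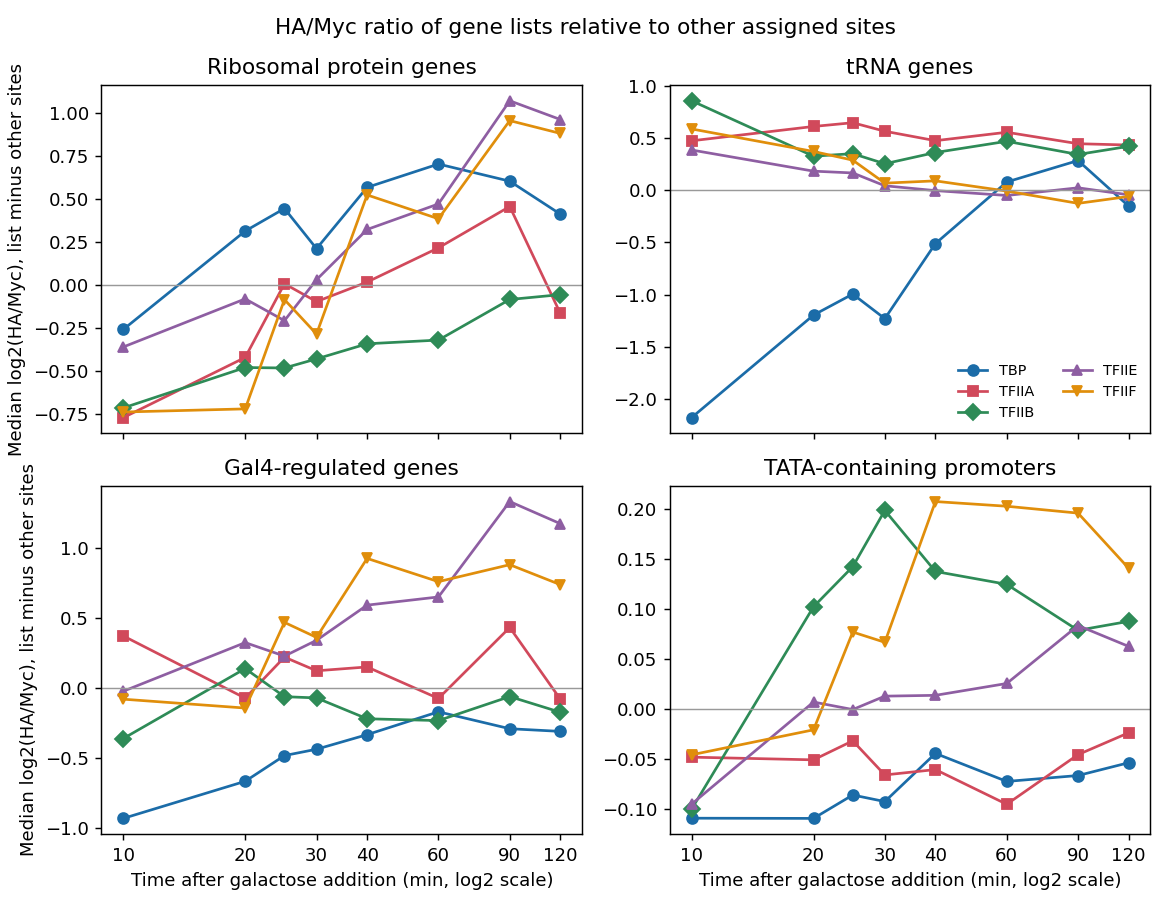
Median log2(HA/Myc) of each list minus that of all other assigned sites, against minutes after galactose on a log2 axis, in 1 panel per list with 5 factors. Each point rests on 2 libraries, TBP at tRNA genes went from -2.18 at 10 min to -0.15 at 120 min, and the rise at Gal4-regulated genes changes sign for TFIIE and TFIIF with the matched reference.

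A comparison between factors asked whether genes with a fast or slow change for one factor had it for another. Across shared genes, which are not independent replicates, the Spearman rho of ratio slopes ran from 0.292 for TBP with TFIIB (95% interval 0.251 to 0.333, 1889 genes) to 0.643 for TFIIE with TFIIF (0.617 to 0.668, 2083 genes). The median over 10 pairs was 0.456. The intervals are computed as if genes were independent and leave out the error of single libraries, so they are too narrow. With the loess offset they lay between 0.109 and 0.256. Without 10 min the values ran from -0.155 for TBP with TFIIB to 0.76 for TFIIE with TFIIF, with a median of 0.173. TFIIA with TFIIE had 0.631, TFIIA with TFIIF 0.501 and TBP with TFIIF 0.31 without 10 min, and the remaining pairs lay at or below 0.181.

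The last comparison asked how widely sites of a factor differed. The SD of slopes between sites, after removal of their errors, was 0.202 for TBP (95% interval 0.193 to 0.21), 0.126 for TFIIA (0.121 to 0.132), 0.124 for TFIIB (0.117 to 0.13), 0.346 for TFIIE (0.321 to 0.369) and 0.326 for TFIIF (0.313 to 0.34). Background subtraction moved these most, to 0.382, 0.428, 0.369, 1.05 and 0.726 in the same order. With nuclear sites outside rDNA the TFIIE value was 0.241. Without 10 min the TBP value was 0.131, and without 120 min it was 0.273. The intervals cover the resampling of sites alone and leave out the error of single libraries.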

Values the study reported

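From its Western blots, the study put the average time to reach the midpoint of induction at about 43 min after galactose, with Hill coefficients near 4.5. Its clustering of promoters by residence time used 1417 genes that had an estimate for TFIIA, TFIIB, TFIIE and TFIIF.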

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

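The tests of explanations below were all chosen after the results were seen. The difference in list trend between factors was tested for each of 4 lists and 10 pairs of factors by an exact permutation test over the orders of the time points, and 13 of 40 differences had an adjusted p under 0.05. Each factor was a separate strain and culture series with 1 library per tag and time point, so a difference between factors is also a difference between cultures. The members of a list also differed between factors, with 279 tRNA sites for TBP and 48 for TFIIF and 3 to 8 Gal4-regulated genes, and no test here separated these from a difference between factors.

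At ribosomal protein genes, the slope of TBP minus that of TFIIF was -0.34 (exact adjusted p 0.0492), TFIIB minus TFIIE -0.25 (0.0113) and TFIIB minus TFIIF -0.35 (0.0252). If the strength of these sites were the cause, the differences should be lost against a reference matched on Myc level. With that reference, 0 of the 3 passed the threshold and each changed sign, to 0.076, 0.017 and 0.043 (exact adjusted p 0.685, 0.875 and 0.746). A difference in site strength between the list and its reference is thus a candidate explanation. With background subtraction 0 of 3 passed, and without 10 min 3 of 3 did. A difference between the factors at these genes that is not due to strength was not seen with the matched reference, and a smaller one stays open.

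At tRNA genes, TBP minus TFIIA was 0.68 (exact adjusted p 0.00769), TBP minus TFIIB 0.72 (0.00814), TBP minus TFIIE 0.76 (0.00769), TBP minus TFIIF 0.84 (0.00769), TFIIA minus TFIIF 0.16 (0.0167) and TFIIE minus TFIIF 0.083 (0.0255). With the matched reference 5 of these 6 passed the threshold and all 6 kept their sign. The exception was TBP minus TFIIA at 0.35, with an exact adjusted p of 0.0767, and TBP minus TFIIB passed narrowly at 0.04996. The differences with TBP share a single TBP series, whose own trend lost the threshold with that reference (0.32, exact adjusted p 0.101). The reference took the nearest sites in Myc level with no limit on how near, so strength may not be fully matched. Most differences thus outlasted this matching, but a difference in site strength between the list and its reference as the whole cause is not settled. Background subtraction left 4 of 6 past the threshold, and so did the fits without 10 min, where TFIIA minus TFIIF and TFIIE minus TFIIF lost it at 0.095 and 0.091. Reads shared between tRNA copies, which would affect both tags, and a real difference of TBP at polymerase III genes may both play a part, and neither was tested. Whether TFIIA, TFIIB, TFIIE and TFIIF were bound at tRNA genes was not tested either.

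At Gal4-regulated genes, TFIIA minus TFIIE was -0.42 (exact adjusted p 0.00769), TFIIA minus TFIIF -0.34 (0.0252) and TFIIB minus TFIIE -0.37 (0.0102). With the matched reference 0 of 3 passed and all 3 kept their sign, at -0.13, -0.095 and -0.11. With few sites per factor in the list, a difference in site strength between the list and its reference could explain much of the gap, and whether it explains all of it cannot be told apart from a smaller real difference. Background subtraction left 2 of 3 past the threshold, and leaving out 10 min left 2 of 3, with TFIIA minus TFIIF at -0.27.

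At promoters with a TATA motif, TFIIA minus TFIIE was -0.040 (exact adjusted p 0.0252). With the matched reference 0 of 1 passed, at -0.021 with the same sign and an exact adjusted p of 0.27. A smaller value that kept its sign cannot tell site strength at TATA-containing promoters apart from a difference between the factors. The difference did not pass with background subtraction (-0.099) or without 10 min (-0.026).

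A signal was present in a library that no comparison above used. The TFIIB Myc library at 0 min had a Spearman rho across sites of 0.777 with the TFIIB Myc library at 10 min, against 0.417 with the HA library at 10 min. At the later times it was 0.635 to 0.828 with Myc and 0.593 to 0.734 with HA. It was higher with Myc than with HA at each of the 8 time points, with the smallest gap at 120 min (0.651 against 0.639). No explanation was tested for these values.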

How the results depend on the processing

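The alternative settings were listed in advance, except nuclear sites outside rDNA, which was chosen after seeing the data. A count of sites was taken as moved when it changed by more than 1.5 times. The cause of the changes was not tested.

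With DESeq2 size factors, Myc counts gave TBP 34 rising and TFIIF 1 falling. The slope at the named site TOA1 changed sign to -0.0096 for TFIIB, with an adjusted p of 0.97. With scaling by the total count in peaks, the numbers of sites past the HA/Myc ratio threshold were TBP 990 falling, TFIIA 1388 rising and 153 falling, TFIIB 85 rising and 12 falling and TFIIF 2660 rising and 64 falling. Myc counts gave TBP 9 rising and TFIIF 0 rising and 0 falling, with an unadjusted p under 0.05 at 727 TFIIF sites. Slopes at named sites that changed sign were TOA1 -0.056 and SUA7 -0.0093 for TBP, SPT15 0.088 and TFG2 0.080 for TFIIA, GAL2 0.029 for TFIIB and URA3 0.44, TOA2 0.49, SUA7 0.45 and TFA1 0.39 for TFIIF, with adjusted p from 0.0103 to 0.95. With the loess offset, the numbers of sites past the HA/Myc ratio threshold were TBP 22 rising and 110 falling, TFIIA 113 rising, TFIIB 57 falling, TFIIE 845 rising and 916 falling and TFIIF 328 rising. The Spearman correlation of slopes between factors moved to 0.138 for TBP-TFIIA, 0.155 for TBP-TFIIB, 0.256 for TBP-TFIIE, 0.122 for TBP-TFIIF, 0.133 for TFIIA-TFIIB, 0.179 for TFIIA-TFIIE, 0.239 for TFIIA-TFIIF, 0.212 for TFIIB-TFIIE, 0.109 for TFIIB-TFIIF and 0.208 for TFIIE-TFIIF. The SD of slopes moved to 0.161 for TBP, 0.12 for TFIIA, 0.303 for TFIIE and 0.27 for TFIIF. Slopes at named sites that changed sign were SNR52 -0.12 for TBP, GAL7 -0.16 and TOA1 -0.017 for TFIIB, GAL7 -0.25 and GAL2 -0.27 for TFIIE and GAL2 -0.049, URA3 0.056, TOA2 0.028, SUA7 0.033 and TFA1 0.044 for TFIIF, with adjusted p from 0.000167 to 0.951. The share of sites past the ratio threshold that rose, with TMM, the total count in peaks and the loess offset in that order, was 84.1%, 20% and 16.7% for TBP, 44.6%, 90.1% and 22% for TFIIA, 55.1%, 87.6% and 36% for TFIIB, 53%, 97.7% and 41.5% for TFIIF. For the Myc counts, TMM and the total count in peaks gave 22.2% and 7.8% for TBP and 53.6% and 37.5% for TFIIB. For the TFIIB ratio, DESeq2 size factors gave 44.4%.

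With the DESeq2 Wald test, the numbers of sites past the HA/Myc ratio threshold were TBP 257 falling and TFIIB 87 rising and 93 falling. Myc counts gave TBP 147 rising and 242 falling, TFIIA 39 rising and 59 falling and TFIIF 173 rising and 80 falling. Rises made up 37.8% of the TBP Myc sites past the threshold there, against 22.2% with edgeR. The slope at the named site TOA1 changed sign to -0.0096 for TFIIB, with an adjusted p of 0.973. Without the time block, the numbers of sites past the HA/Myc ratio threshold were TBP 18 falling and TFIIB 0 rising and 5 falling, with an unadjusted p under 0.05 at 546 TFIIB sites. The slope at the named site TOA1 changed sign to -0.0022 for TFIIB, with an adjusted p of 0.995. With linear time, the numbers of sites past the HA/Myc ratio threshold were TBP 0 rising and 0 falling, TFIIA 33 rising and 107 falling, TFIIB 10 rising and TFIIF 263 rising and 154 falling, with an unadjusted p under 0.05 at 373 TBP sites. Myc counts gave TBP 0 rising and 7 falling, TFIIA 1 rising, TFIIB 226 rising and TFIIF 0 rising and 0 falling, with an unadjusted p under 0.05 at 531 TBP sites and 201 TFIIF sites. List trends that no longer passed the threshold were TBP 0.25 and TFIIA 0.31 at ribosomal protein genes, TBP 0.26 and TFIIF 0.45 at Gal4-regulated genes, TBP 0.027 and TFIIF 0.10 at TATA-containing promoters and TFIIE -0.16 at tRNA genes, with adjusted p from 0.112 to 0.253. List trends that changed sign were TFIIB -0.012 at Gal4-regulated genes, with an adjusted p of 0.896. The Spearman correlation of slopes between factors moved to 0.381 for TBP-TFIIA, 0.137 for TBP-TFIIB, 0.411 for TBP-TFIIE, 0.485 for TBP-TFIIF, 0.293 for TFIIB-TFIIE, 0.21 for TFIIB-TFIIF and 0.708 for TFIIE-TFIIF. Slopes at named sites that changed sign were TFA1 -0.014 for TFIIA and TOA1 -0.021 for TFIIB, with adjusted p from 0.937 to 0.959. With early against late time points, the numbers of sites past the HA/Myc ratio threshold were TBP 179 rising and 10 falling, TFIIA 29 rising and 77 falling and TFIIB 0 rising and 1 falling, with an unadjusted p under 0.05 at 321 TFIIB sites. Myc counts gave TBP 1 rising and 41 falling, TFIIA 0 rising and 0 falling, TFIIB 10 rising and 12 falling and TFIIF 0 rising and 0 falling, with an unadjusted p under 0.05 at 232 TFIIA sites and 158 TFIIF sites. Slopes at named sites that changed sign were TFG2 0.0077 for TFIIA and GAL7 -0.018, URA3 -0.041 and TFA1 -0.073 for TFIIB, with adjusted p from 0.963 to 0.996.

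With background subtraction, the numbers of sites past the HA/Myc ratio threshold were TBP 0 rising and 0 falling, TFIIA 3 rising and 11 falling, TFIIB 0 rising and 0 falling and TFIIF 278 rising and 400 falling, with an unadjusted p under 0.05 at 959 TBP sites and 752 TFIIB sites. List trends that no longer passed the threshold were TBP 0.15, TFIIA 0.34 and TFIIB 0.12 at ribosomal protein genes, TBP 0.23, TFIIE 0.091 and TFIIF 0.36 at Gal4-regulated genes and TBP 0.036, TFIIE 0.099 and TFIIF 0.17 at TATA-containing promoters, with adjusted p from 0.0536 to 0.336. List trends that changed sign were TFIIA -0.0005 at TATA-containing promoters and TFIIB -0.12 at Gal4-regulated genes, with adjusted p from 0.141 to 0.989. The Spearman correlation of slopes between factors moved to 0.319 for TBP-TFIIA, 0.183 for TBP-TFIIB, 0.406 for TBP-TFIIF, 0.195 for TFIIA-TFIIB, 0.336 for TFIIA-TFIIE, 0.397 for TFIIA-TFIIF, 0.254 for TFIIB-TFIIE, 0.253 for TFIIB-TFIIF and 0.355 for TFIIE-TFIIF. The SD of slopes moved to 0.382 for TBP, 0.428 for TFIIA, 0.369 for TFIIB, 1.05 for TFIIE and 0.726 for TFIIF. Slopes at named sites that changed sign were TFA1 -0.035 for TFIIA and GAL7 -0.089, URA3 -0.0044, TOA1 -0.042 and TFA1 -0.056 for TFIIB, with adjusted p from 0.717 to 0.991.

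With the reference matched on Myc level, list trends that no longer passed the threshold were TBP 0.098, TFIIA 0.10, TFIIB 0.065, TFIIE 0.047 and TFIIF 0.022 at ribosomal protein genes, TBP 0.32 at tRNA genes, TBP 0.15 at Gal4-regulated genes and TBP 0.0076, TFIIE 0.015 and TFIIF 0.049 at TATA-containing promoters, with adjusted p from 0.0564 to 0.723. List trends that changed sign were TFIIA -0.0067 at TATA-containing promoters and TFIIB -0.13, TFIIE -0.016 and TFIIF -0.052 at Gal4-regulated genes, with adjusted p from 0.204 to 0.622. With the wide gene window, list trends that changed sign were TFIIA -0.0031 at TATA-containing promoters, with an adjusted p of 0.747. The Spearman correlation of slopes between factors moved to 0.599 for TBP-TFIIF. With nuclear sites outside rDNA, the numbers of sites past the HA/Myc ratio threshold were TBP 138 falling. The SD of slopes moved to 0.121 for TFIIA, 0.241 for TFIIE and 0.297 for TFIIF. With Pearson correlations, the TBP similarity trend changed sign to a rho of 0.881, with an adjusted p of 0.0181 from the exact test. With counts per site, the TBP similarity trend changed sign to a rho of 0.0476, with an adjusted p of 0.935 from the exact test.

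Across the 8 fits that each left out one time point, TBP sites past the HA/Myc ratio threshold ranged from 37 without 10 min to 513 without 120 min (rising) and from 0 without 10 min to 431 without 120 min (falling). TFIIA sites past the HA/Myc ratio threshold ranged from 41 without 10 min to 539 without 120 min (rising) and from 94 without 10 min to 470 without 25 min (falling). TFIIB sites past the HA/Myc ratio threshold ranged from 6 without 90 min to 33 without 10 min (rising) and from 8 without 90 min to 92 without 10 min (falling). TFIIF sites past the HA/Myc ratio threshold ranged from 434 without 10 min to 758 without 25 min (rising) and from 304 without 10 min to 658 without 25 min (falling). TBP sites past the Myc counts threshold ranged from 2 without 90 min to 52 without 30 min (rising) and from 32 without 90 min to 120 without 30 min (falling). TFIIA sites past the Myc counts threshold ranged from 1 without 10 min to 9 without 30 min (rising) and from 3 without 120 min to 9 without 40 min (falling). TFIIB sites past the Myc counts threshold ranged from 164 without 10 min to 444 without 40 min (rising) and from 239 without 10 min to 384 without 30 min (falling). TFIIF sites past the Myc counts threshold ranged from 5 without 10 min to 122 without 25 min (rising) and from 0 without 10 min to 30 without 25 min (falling).

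In the same fits, the slopes at ribosomal protein genes that changed sign or side of the threshold ran for TBP from 0.087 to 0.27 and TFIIA from 0.15 to 0.38. The slopes at Gal4-regulated genes that changed sign or side of the threshold ran for TBP from 0.13 to 0.23, TFIIA from -0.11 to 0.015, TFIIB from -0.076 to 0.040 and TFIIF from 0.25 to 0.36. The slopes at TATA-containing promoters that changed sign or side of the threshold ran for TBP from 0.015 to 0.018, TFIIB from -0.024 to 0.048, TFIIF from 0.063 to 0.093 and TFIIA from -0.0070 to 0.0046. The slopes at tRNA genes that changed sign or side of the threshold ran for TFIIA from -0.074 to -0.019, TFIIB from -0.11 to 0.040 and TFIIE from -0.13 to -0.078. The threshold was lost at TBP ribosomal protein genes without 10, 20, 30, 40, 60 and 90 min, at TBP Gal4-regulated genes without 10 min, at TBP TATA-containing promoters without 10, 20, 25, 30, 60, 90 and 120 min, at TFIIA ribosomal protein genes without 10, 20, 25, 30, 40, 60 and 90 min, at TFIIE tRNA genes without 10 min, at TFIIF Gal4-regulated genes without 10, 30, 60 and 90 min and at TFIIF TATA-containing promoters without 10, 20, 30, 60 and 90 min. The sign changed at TFIIA Gal4-regulated genes without 10 min, at TFIIB tRNA genes without 10 min, at TFIIB Gal4-regulated genes without 10 and 90 min, at TFIIB TATA-containing promoters without 10 min and at TFIIA TATA-containing promoters without 90 and 120 min. The threshold was newly passed at TFIIA tRNA genes without 10 min. Similarity trends ran for TFIIE from -0.893 to -0.357, TBP from -0.536 to 0.179 and TFIIF from 0.714 to 0.964. Of these, TBP changed sign without 20, 25, 40, 60, 90 and 120 min, TFIIE passed the threshold without 10 min and TFIIF passed the threshold without 60 and 90 min. Without one time point, the SD of slopes ran for TBP from 0.131 to 0.273, TFIIA from 0.105 to 0.168, TFIIB from 0.125 to 0.144, TFIIE from 0.324 to 0.384 and TFIIF from 0.275 to 0.389. Without one time point, slopes at named sites that changed sign ran for TBP at TOA1 from -0.020 to 0.16 and SUA7 from -0.019 to 0.24, for TFIIA at SPT15 from -0.016 to 0.0037, SUA7 from -0.033 to 0.078, TFA1 from -0.012 to 0.046 and TFG2 from -0.025 to 0.025, for TFIIB at GAL7 from -0.052 to 0.084, URA3 from -0.016 to 0.059, TOA1 from -0.062 to 0.079 and TFA1 from -0.19 to 0.077 and for TFIIF at URA3 from -0.099 to 0.031 and TFA1 from -0.16 to 0.038.

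Slopes at named sites that kept their sign and lost the threshold numbered 16 of 50 with background subtraction, 13 of 50 with linear time, 11 of 50 with early against late time points, 6 of 50 with no time block and 4 of 50 with the loess offset. Of the 50, 30 were genes named in advance, and 8 of those passed in the main fit. The rest of those 30 had no threshold to lose, so shares of 50 understate the losses. Pseudocount 5 left all 20 list trends on their side of the threshold and with their sign. The filters on counts removed no site, since the lowest mean was 189.8 counts per library, and so they say nothing about stability. The TFIIF 10 min HA library held a median of 114 counts per site. In simulated TFIIF data 61% of slopes of 0.3 were recovered against 98% in TFIIA data, with depth and dispersion both taken from each factor, so the part due to depth was not tested.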

Other observations

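The tests of explanations below were all chosen after the results were seen, and so were the limits used to read them. The orders of the time points were drawn at random to ask how often a trend arises without the real order. For each of the 5 factors, and for both the HA/Myc ratio and the Myc counts, 1 of 60 orders gave as many sites past the threshold, which was the real order. The highest number among the other orders was 1908 of the real 2698 for the TFIIE ratio and 2330 of 2696 for TFIIE Myc. It was 94 of 628 for the TFIIA ratio, 32 of 49 for the TFIIB ratio, 2 for TFIIA Myc and TFIIB Myc, and 0 for TBP and TFIIF by either measure. This test cannot separate a change in binding from any other steady change of the libraries with time.

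Sites over centromeres had high HA/Myc ratios at 10 min. They numbered 16 for TBP, 16 for TFIIA, 3 for TFIIB, 12 for TFIIE and 15 for TFIIF. The top 5% of sites by ratio at 10 min held 16, 15, 3, 12 and 14 of them, where chance would give 0.8, 0.8, 0.15, 0.6 and 0.75. Their median log2 ratio relative to the median site went from 2.26 at 10 min to 0.76 at 120 min for TBP, 2.002 to 0.08 for TFIIA, 3.86 to 1.36 for TFIIB, 2.38 to -0.39 for TFIIE and 3.55 to 0.37 for TFIIF. Exact permutation tests of the slopes gave adjusted p of 0.0441, 0.00229, 0.00112, 0.00229 and 0.00229. The TBP ratio was already 1.02 at 20 min, then 0.98 at 60 min and -0.25 at 90 min, so much of its fall rested on the 10 min libraries. By the edgeR fits 3 of the 16 TBP sites passed the threshold, against all 16, 3, 12 and 15 sites of TFIIA, TFIIB, TFIIE and TFIIF.

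Plasmid copies of one centromere would set 1 site apart from the rest, but 16 TBP sites over centromeres had a relative log2 ratio above 1 at 10 min. More centromeric DNA in early cultures would raise Myc and HA alike. From 10 to 120 min the Myc level at centromeres fell by 0.18 in TFIIA and 0.30 in TFIIF and rose by 0.18 in TBP, 0.59 in TFIIB and 0.76 in TFIIE, while the HA level fell by 1.345 to 3.009 over the 5 factors (log2), which argues against this as the whole cause. The HA level fell by more than 0.5 (log2) in 5 of 5 factors, which follows from the fall of the ratio and so decides nothing more. The earliest HA libraries were taken well before the midpoint of HA induction, so little HA-tagged factor is likely to have been present. Each ratio trend fitted over all time points starts from them. The mitochondrial share of HA libraries was highest at 10 min in TBP, TFIIA, TFIIE and TFIIF, at 18.06%, 6.455%, 6.894% and 61.85%. These points go with an immunoprecipitate unrelated to the HA-tagged factor. They make early binding of HA copies at centromeres less likely but do not exclude it. The tag similarity at 10 min was 0.537 to 0.552 in TBP, TFIIB and TFIIE, but 0.0248 in TFIIA and -0.0582 in TFIIF.

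TFIIE Myc contrast fell with time. Fewer counts in the late libraries do not account for it, since the 25 min library kept a contrast of 0.705 after thinning to the total of the 90 min library. The TFIIE Myc slope had a Spearman rho of -0.755 across nuclear sites with the HA level at 40 to 120 min, but a loss of contrast already makes strong sites fall relative to weak ones, so this does not test a lower share of specific signal. Myc contrast from 10 to 120 min changed by -0.269 in TFIIF, -0.0449 in TFIIA, 0.002 in TBP and 0.1915 in TFIIB, and none of these groups had a slope past the threshold. A lower share of specific signal stays open, and displacement of the Myc copy and a weaker immunoprecipitation cannot be told apart with 1 library per time point and no protein levels used here.

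In TFIIF HA libraries the mitochondrial share did not follow the order of time, with 25.3% at 20 min, 60.4% at 25 min and 23.5% at 30 min. TFIIF Myc libraries did not follow it either, with 10.8% at 10 min, 35.0% at 25 min, 11.4% at 60 min and 41.4% at 90 min. A share out of order is thus not peculiar to the HA libraries. An exchange of the 20 and 25 min HA libraries might explain the HA values. The rho with the 120 min HA profile was higher by 0.026 for the 25 min library than for the 20 min library, and the rho with the 60 min profile was 0.345 against 0.274. Both go against an exchange. The median counts per site, 114, 447, 170 and 457 at 10, 20, 25 and 30 min, go with one, since they would then rise in order. All these values compare single libraries and do not settle it.

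HA and Myc profiles were least alike at 10 min in TBP, TFIIA, TFIIB and TFIIF, while for TFIIE the lowest similarity was at 120 min. Depth is unlikely to explain this, since thinning a late HA library to the median site count at 10 min lowered its similarity to Myc by at most 0.0233.

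The agreement of ratio slopes between factors could come from the 10 min HA libraries alone. Without that time point the median rho over 10 pairs was 0.173, but the pairs went both ways. TFIIE with TFIIF had 0.76, TFIIA with TFIIE 0.631, TFIIA with TFIIF 0.501 and TBP with TFIIF 0.31, while TBP with TFIIE had 0.181, TFIIA with TFIIB 0.165, TBP with TFIIA 0.115, TFIIB with TFIIE 0.115, TFIIB with TFIIF 0.0123 and TBP with TFIIB -0.155. The 10 min libraries as the source can therefore not be settled for the pairs as a set. A trend with site strength common to the factors as the whole cause is argued against by the loess offset, which left a lowest rho of 0.109 over the 10 pairs.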
